A study of Homo sapiens with 6 samples.

How the data were processed

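ATAC-seq was done on wild-type hTERT-RPE1 cells in 6 libraries, which their titles place in the sets R1 and R2 with 3 libraries each. The labels' protocols describe isolation of nuclei, tagmentation with Tn5, PCR and size selection. The authors deposited 1 merged peak list per set, without a header, and the genome build is hg38 per the submitters' processing notes. The aligner, the peak caller, their versions and settings, and any shift of reads for the insertion site of Tn5 are not given in the sources used here. The lists come from pooled libraries, so libraries could not be compared one by one and no spread between replicates could be computed.

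Each peak has its position, a fold enrichment over background as the authors deposited it (a ratio), a −log10 p-value and a −log10 q-value as the authors deposited them, and the offset of the summit from the start of the peak. These values belong to single peaks of single lists. They were used to describe, filter or rank peaks within a list and never to compare the strength of a region between lists. Peak names were numbered without gaps.

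Regions were peaks of a list, merged where they overlapped, which changed nothing because no peaks of a list did. The main results use chromosomes 1 to 22 and X. A region counted as shared when it overlapped a region of the other list by at least 1 bp, and the share was set against 100 random placements of the other list's regions within the span of the same chromosome (one-sided permutation test). No genome sequence was used here, so placements could also fall in unassembled stretches, and an alternative chosen after seeing the data left out stretches of over 1000000 bp without a region. Shared regions are joined R1 and R2 regions with at least 1 of each.

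Genes came from the RefSeq gene table of assembly GRCh38.p14, which has 19974 protein-coding genes on these chromosomes. The plan was to use transcription start sites and to match random lists on GC content. The table gives no strand and no sequence was used here, so a gene end within 1000 bp of either end of the gene's interval took the place of the promoter, and matching on gene length was added after seeing the data. The same lack ruled out the planned search for sequence motifs at summits. Random shares for gene ends and classes of regions come from 20 placements.

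The 19 gene lists were fixed before the data were examined, as was the rule for the genes that are named. For each list the rule takes up to 3 members with a gene-end region in both lists and the best mean within-list percentile of fold, the first 2 in alphabetical order with a region in neither list, and the first 1 with a region in 1 list only. It also takes the 10 genes with the most shared regions within 50000 bp of a gene end, at least 200000 bp apart, and the 10 shared regions with the best mean percentile. Not every gene the rule takes is printed, and some items are not reported here. Counts of list members were set against 10000 random lists of protein-coding genes of the same size.

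The number of fragments over each summit (the pileup) and the local background were recovered from the fold and the −log10 p-value, taking the fold as pileup plus 1 over background plus 1 and the p-value as the Poisson chance of a higher pileup. A whole number of fragments gave the deposited p-value within 0.001 on its −log10 scale for 99.999% of R1 peaks and 99.996% of R2 peaks. This relation is inferred from the values and no source used here states it. The lowest background, 7.93 in R1 and 7.79 in R2, was shared by 30.7% and 30.2% of the peaks. It is the only measure of depth used here, and no counting interval per region was computed.

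The scripts were tested on simulated data. The overlap step made 0 errors on 3823 simulated intervals compared with all pairs. The placement test gave p of at most 0.05 for 7 of 100 pairs of independent simulated lists. The pileup step recovered 100% of 20000 simulated peaks. Random simulated lists had a mean percentile of 47.9. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. Alternatives covered stricter q-values, the stronger part of each list by fold, other definitions of sharing, each list alone or either list, and windows of 500 and 2000 bp around gene ends.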

Results

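Open chromatin was mapped by ATAC-seq, in which the transposase Tn5 inserts sequencing adapters into accessible DNA of isolated nuclei, in wild-type hTERT-RPE1 cells, a line of human retinal pigment epithelial cells immortalised with telomerase. The 6 libraries fall by their titles into the sets R1 and R2, with 3 libraries in each, and the labels do not say what separates the sets. Each set is represented by 1 merged peak list, so there is no replicate spread within a set and every value below is a value of a pooled list. The R1 list held 143492 peaks and the R2 list 134940, of which 142865 and 134351 lay on chromosomes 1 to 22 and X. No peaks of a list overlapped, so each peak was 1 region. The depth of single libraries was not given in the sources used here. The fold and p-value of each peak correspond to a median of 72 fragments over the summit in each list, against a lowest background of 7.93 fragments in R1 and 7.79 in R2.

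The first comparison asked how far both sets of libraries from the same cells mark the same regions. Of the R1 regions, 124734 (87.3%) overlapped an R2 region by at least 1 bp, and 123369 R2 regions (91.8%) overlapped an R1 region. Random placement of the other list within the same chromosomes gave 7.22% ± 0.08 and 7.64% ± 0.06 (SD over 100 placements), and the one-sided permutation p was 0.0099 in both directions, the smallest that 100 placements can give. Joining overlapping regions gave 122421 shared regions among 151534 in all, with a median width of 834 bp, a total of 113 Mb and a median distance of 37 bp between the R1 and R2 summits. Coordinates here and below are on the hg38 build.

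Sharing followed the strength of a region within its own list. The fold enrichment of each peak is the authors' value and was used here only to describe peaks and to rank them within a list. Each list was cut by fold into 10 bins of equal size. In the weakest bin of R1, 48.0% of the regions were found in R2, and in the strongest bin 100% were. The same bins of R2 gave 61.2% and 100%. Of the 18131 regions found in R1 alone, 99.2% lay below the median fold of R1, and of the 10982 found in R2 alone, 99.6% lay below the median fold of R2.

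**Figure D1:**
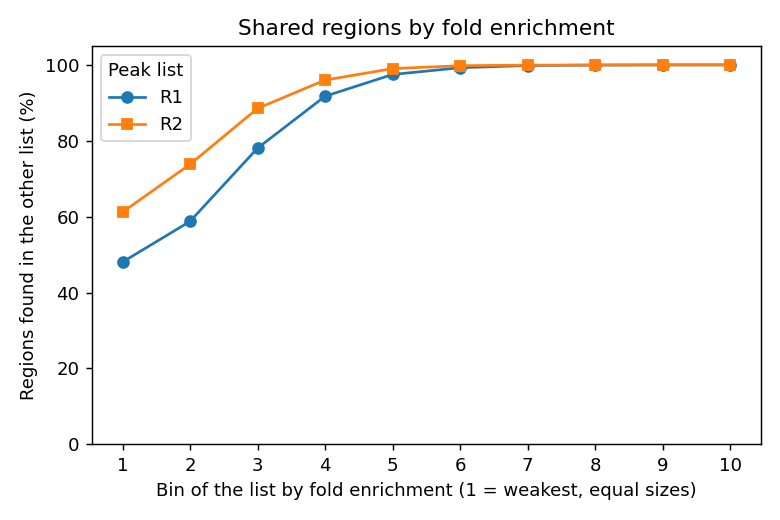
Share of regions found in the other list (%, vertical axis) in 10 bins of equal size by fold enrichment (horizontal axis, weakest first) within the R1 list (circles) and the R2 list (squares). The share rises from 48.0% to 100% in R1 and from 61.2% to 100% in R2.

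In the strongest of the 10 bins, 14.1% of R1 regions and 16.8% of R2 regions lay within 1000 bp of a protein-coding gene end, against 12.7% and 12.6% over the whole lists. The share was highest in the eighth bin, with 17.9% in R1 and 18.3% in R2, and fell towards the strongest. The region with the best mean rank in both lists was a 248 bp stretch of chromosome 17 (83247146 to 83247393) between genes, 152023 bp from METRNL, with a fold of 22.95 in R1 and 22.74 in R2. Next came an 854 bp region within the body of ARHGAP24, a GTPase-activating protein gene, on chromosome 4 (85796535 to 85797388), with folds of 20.70 and 20.01. A 300 bp region on chromosome 1 (236097108 to 236097407) lay 32017 bp from NID1, which encodes the basement membrane protein nidogen, with folds of 20.2 and 19.4. The regions of 248 and 300 bp were narrow, since the median width in the strongest bin was 979 bp in R1 and 995 bp in R2. No filter on repeats was run, so whether their fold reflects open chromatin or repeated sequence was not tested. Others of the top 10 lay within ZBBX and DYRK4 or near GABRR3, LEUTX, MOXD1 and CDKL2.

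Where regions lie relative to genes was described next. The gene table gives the interval of each gene but no strand, so a gene end here is any position within 1000 bp of either end of a protein-coding gene's interval, and starts inside the interval are missed. Gene ends held 13.3% of the shared regions against 3.72% of randomly placed ones, a ratio of 3.57. Bodies of protein-coding genes held 46.5% against 41.5% when placed at random, other genes 12.5% against 14.1%, and the space between genes 27.6% against 40.7%. Gene-end regions were also wider, with a median of 1378 bp against 799 bp in gene bodies and 763 bp between genes. Regions found in R1 alone lay at gene ends in 5.48% of cases and those found in R2 alone in 6.43%.

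Of 19974 protein-coding genes, 15088 (75.5%) had a gene-end region in R1, 14982 (75.01%) in R2 and 14751 (73.9%) in both lists, while 4655 (23.3%) had one in neither. Random placement gave a gene-end region to 22.2% of genes. Among 5041 genes longer than 20000 bp and set apart from their neighbours, 72.6% had a region at either end and 10.8% at both ends. Chromosome X had 18.2 shared regions per Mb and gene-end regions in both lists for 52.0% of its genes, against 62.2 regions per Mb and 74.2% on chromosome 19, 29.6 regions per Mb and 69.6% on chromosome 18, and 35.7 regions per Mb and 57.3% on chromosome 21.

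Gene lists fixed before the data were examined were counted by their members with a gene-end region in both lists. Without strand, such a region may lie where transcription starts or where it ends, so folds of named genes need not be promoter values. The percentile of each count among 10000 random lists of the same size describes these lists and is not a test across replicates. Lists of genes used by dividing cells stood high by this count. All 20 chromatin architecture genes had such a region (percentile 99.9), among them MAU2 with folds of 11.4 in R1 and 10.3 in R2 and RAD21, a cohesin subunit gene, with 10.6 and 8.66. Of 23 cell cycle and replication genes 22 did (percentile 99.5), including CCNB1, which encodes cyclin B1, with folds of 10.1 and 9.60, and MCM2, a subunit gene of the replicative helicase, with 9.93 and 9.25. The region at CDK2 (chromosome 12, 55966119 to 55967698 in R1) also lies at the end of PMEL, a melanosome matrix gene, so it counts for both. In the same way the region at MAU2 lies at the end of SUGP1 and that at MCM2 at the end of TPRA1, and those at RAD21, ANKRD1, COL6A1, SNAI2 and OTX1 lie at the end of another gene of the table. TERT had a region in R2 alone, with a fold of 3.88, and it lay within the gene's interval. The line was immortalised with telomerase, and whether reads from an introduced TERT add to this region was not tested. Of 26 housekeeping genes 24 had a region in both lists (percentile 98.9), and CHMP2A was among those with one in neither. Among the stronger regions of each list, with at least its median fold, the counts were 15 of 20, 17 of 23 and 19 of 26, against 11451 of 19974 over all protein-coding genes. By median fold these lists did not stand high among random lists of genes with a gene-end region. The percentiles were 8.97 in R1 and 14.8 in R2 for chromatin architecture and 58.5 and 59.5 for cell cycle and replication. For housekeeping genes they were 44.9 and 26.3. By median pileup, which is not divided by the local background, they stood higher. The percentiles were then 72.5 and 90.6 for chromatin architecture, 85.3 and 67.2 for cell cycle and replication, and 97.9 and 89.5 for housekeeping genes.

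The target genes of Hippo signalling, immediate early genes and matrix genes also stood above the middle of random lists where any region counted. Of 24 target genes of YAP/TAZ and TEAD, the effectors of Hippo signalling, 23 had a gene-end region in both lists (percentile 99.6). WWC1 had folds of 9.84 and 9.004, ANKRD1 9.09 and 8.28, and AMOTL1 8.41 and 8.65, while DLC1 had no region in either list. Of 18 AP-1 and immediate early genes 17 did (percentile 98.1), with folds of 6.56 and 8.07 at KLF4 and of 5.43 and 6.99 at EGR2, and ATF3 had none. Of 24 mesenchymal and extracellular matrix genes 21 did (percentile 93.7), including COL6A1 with folds of 8.98 and 8.83, SNAI2 with 7.62 and 7.05, and LOX, the collagen cross-linking enzyme gene, with 7.77 and 6.84. COL3A1 and COL5A1 had a region in neither list. Of 19 epithelial junction and keratin genes 14 did (percentile 47.9), among them ESRP2 and TJP1, while GRHL2 and KRT7 had none and CDH1, the E-cadherin gene, had a region of fold 2.06 in R2 alone. With 2000 bp windows the counts were 24 of 24 for YAP/TAZ and TEAD targets and 18 of 18 for AP-1 and immediate early genes. DLC1 and ATF3 thus had a region in both lists at that width. The matrix genes stayed at 21 and the epithelial genes rose to 16, against 15685 of 19974 over all protein-coding genes. Among the stronger regions of each list the counts were 12 of 24 for the YAP/TAZ and TEAD targets, 3 of 18 for the AP-1 and immediate early genes and 6 of 19 for the epithelial genes, each a lower share than over all protein-coding genes, and 14 of 24 for the matrix genes, close to that share. Among random lists of genes with a gene-end region, the matrix genes lay at percentiles 3.23 in R1 and 1.195 in R2 by median fold. The YAP/TAZ and TEAD targets lay at 0.43 and 0.07 and the AP-1 and immediate early genes at 0 in both. The standing of these lists above random ones thus did not hold by fold. By median pileup the matrix genes lay at 84.4 and 42.8 and the YAP/TAZ and TEAD targets at 76.6 and 60.9. The AP-1 and immediate early genes lay at 98.9 and 99.9 and the epithelial genes at 0.13 and 0.02. Except for the epithelial genes, the median background lay at percentiles of at least 99.99.

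The lists for the tissue of origin did not stand above random lists where any region counted. Of 19 genes of retinal pigment epithelium function and the visual cycle 13 had a gene-end region in both lists (percentile 29.0). MERTK, the receptor for uptake of photoreceptor outer segments, had folds of 8.44 and 8.58, STRA6, a retinol transporter gene, 6.84 and 6.83, and RDH10 6.93 and 5.49 in a region that also lies at the end of RPL7. KCNJ13 and LRAT had a region in neither list, and TIMP3 had one of fold 2.16 in R2 alone. Of 12 pigment synthesis genes 9 did (percentile 51.9), including RAB27A with folds of 12.62 and 12.05 in a region that also lies at the ends of PIGB and PIGBOS1, whereas TYR, the tyrosinase gene, and GPR143 had none. Of 14 transcription factors of the eye field and pigment epithelium 10 did (percentile 40.9). MITF had folds of 7.79 and 8.04 and OTX1 7.81 and 7.45, and CRX and TFEC had none. Windows of 2000 bp gave 14 of 19, 10 of 12 and 13 of 14 for these lists in the same order. The median fold of the list of retinal pigment epithelium function was 4.01 in R1 and 4.48 in R2, at percentiles 0.08 and 0.06 of random lists of genes with a gene-end region, and that of the transcription factors was 4.43 and 4.59, at percentiles 0.4 and 0.38. The pigment synthesis genes were not as low by fold, with 6.49 and 6.38 at percentiles 22.5 and 18.3. By median pileup they were the lowest of these lists, at percentiles 3.93 in R1 and 1.27 in R2. The genes of retinal pigment epithelium function then lay at 24.0 and 3.2 and the transcription factors at 7.7 and 8.6. A low fold was not particular to these lists, since 13 of the 19 lists in R1 and 10 in R2 lay below the 5th percentile. Among the stronger regions alone, 5 of 19 genes of retinal pigment epithelium function, 3 of 14 of these transcription factors and 6 of 12 pigment synthesis genes had one in both lists, against 11451 of 19974 protein-coding genes.

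Genes of most other cell types were marked less often than most random lists. Counts were 9 of 17 for photoreceptor and retinal neuron genes (percentile 3.44), 8 of 16 for blood cell genes (2.26) and 8 of 16 for neuron and glia genes (2.40). They were 6 of 14 for hepatocyte genes (percentile 0.765), 4 of 11 for endothelial genes (0.435) and 3 of 11 for pluripotency genes (0.08). The pluripotency list was fixed with 12 genes, of which 11 were counted. Skeletal and cardiac muscle genes lay less low, with 8 of 14 (percentile 9.02, and 38.0 among lists matched on gene length). The 16 of 39 HOX genes and the 2 of 16 olfactory receptor genes were fewer than in any of the 10000 random lists, while among lists matched on gene length the HOX count lay at percentile 0.69. Some members stood out within these lists. KDR, the VEGF receptor 2 gene, had folds of 12.2 and 13.9, GAP43, a growth cone protein gene, 12.7 and 10.9, and HOXD13 11.3 and 10.3. HOX members with a region in both lists numbered 3 of 11 in HOXA, 6 of 10 in HOXB, 5 of 9 in HOXC and 2 of 9 in HOXD. ALB, the albumin gene, had a region in neither list. With the stronger regions alone the counts fell by more than 1.5 times for the photoreceptor, HOX, pluripotency, blood, hepatocyte, muscle and endothelial lists, and the HOX count was 9 with 500 bp windows. The pluripotency count was 5 with R1 alone or either list and 1 at −log10 q of at least 5. With R1 alone, counts were 11 for blood, 6 for endothelial, 10 for photoreceptor, 9 for neuron and glia and 7 for hepatocyte genes. With R2 alone they were 8, 4, 10, 8 and 6. They were 10, 6, 12, 10 and 9 with 2000 bp windows, against 15685 of 19974 over all protein-coding genes. The percentiles above hold for the main setting only.

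**Figure D2:**
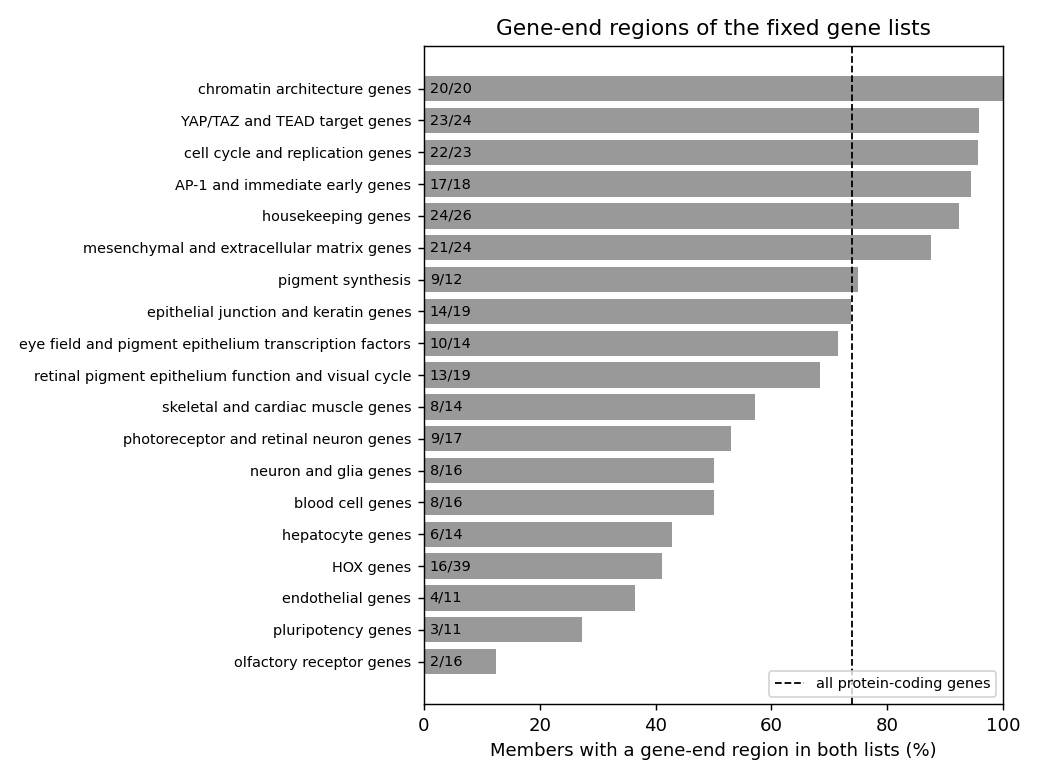
Members of each fixed gene list with a gene-end region in both peak lists (%, horizontal axis), with the number of members written in each bar and the value for all protein-coding genes (73.9%) as a dashed line. Chromatin architecture genes reach 20 of 20 and olfactory receptor genes 2 of 16.

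The genes with the most shared regions within 50000 bp of a gene end were led by MYH9, the non-muscle myosin IIA heavy chain gene on chromosome 22, with 38. FBN1, the fibrillin-1 gene, had 36, CRIM1 had 35, NEURL1 had 34, and GBF1 and ZBTB38 had 33 each. TGFB2 and TOM1L2 had 32 each and DCBLD2 and LRP1 had 31 each, against a median of 9 over all protein-coding genes. The windows at both ends overlap in short genes, so long genes were counted over a wider stretch, and the count was not adjusted for this.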

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

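Signal outside the main measurement drew attention to 2 counts. Sequences other than chromosomes 1 to 22 and X, which the main results do not use, held 627 peaks in R1 and 589 in R2. More than 3 peaks, the limit that a count of 0 allows, are enough for this flag, so it says only that such peaks were called. They were spread over 85 sequences in each list, with a median fold of 3.24 in R1 and 3.26 in R2 and a median pileup of 67 and 65 fragments.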

How the results depend on the processing

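The shares of regions found in the other list kept their direction and the smallest p that 100 placements allow in all 16 comparisons with an alternative, from 80.9% to 92.5% for R1 and from 86.0% to 96.1% for R2. Leaving long empty stretches out of the space, an alternative chosen after seeing the data, raised the random share to 8.34% and 8.85%. The stronger part of each list by fold left 71507 regions in R1 and 67242 in R2 by construction, and neither no merging nor merging at 150 bp changed anything. The number of genes with a gene-end region in both lists stayed within 1.5 times under all 8 alternatives. The share of shared regions at gene ends moved by more than the spread between both lists (SD 0.0883 percentage points) under every one of its 8 alternatives. It was 14.0% at −log10 q of at least 5, 15.5% at 10, 16.6% in the stronger part by fold, 11.9% over regions of either list, 11.6% with 500 bp and 16.2% with 2000 bp, and from 12.6% to 12.7% with 1 list alone. Regions of 1 list only lay at gene ends in 5.48% of cases in R1 and 6.43% in R2, so adding them lowers the share. By fold, the share was from 13.4% to 17.9% in bins 6 to 10 of R1 and from 8.16% to 11.7% in bins 1 to 5. In R2 it was from 13.5% to 18.3% and from 7.08% to 10.5%. The windows change the definition itself, and beyond these points the cause of the moves was not tested.

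Counts for the gene lists stayed within 1.5 times in 131 of 152 comparisons. At −log10 q of at least 5, pluripotency genes fell to 1, and at 10 to 1, with photoreceptor genes at 5, hepatocyte genes at 3 and muscle genes at 4. In the stronger part by fold the counts were 5 for retinal pigment epithelium function, 3 for eye transcription factors, 4 for photoreceptor, 6 for epithelial, 12 for YAP/TAZ and TEAD, 3 for AP-1 and immediate early, 5 for HOX, 1 for pluripotency, 5 for blood, 3 for hepatocyte, 2 for muscle and 2 for endothelial genes. That setting removes weaker regions by construction, and beyond that the cause was not tested. Pluripotency genes numbered from 3 to 5 with 1 list alone and 5 over either list. With 500 bp, HOX genes numbered 9 and olfactory receptor genes 1. No paired analysis was possible because each set was given only as a pooled list. Motif windows and backgrounds, GC matching, a single start site per gene and the filter on repeats were not run, since no genome sequence or strand was used here. The depth of single libraries was not given in the sources used here, so what it limits was not tested.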

Other observations

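Every test in this part was chosen only after the values it bears on had been seen.

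Some stretches without a region in either list held many protein-coding genes. The one with the most genes, 59, runs from 48308235 to 57001817 on chromosome 11, spans the centromere and holds olfactory receptor genes such as OR4C3 and the gene FOLH1. On chromosome 1, 37 genes between 152461816 and 153222767 include the late cornified envelope genes LCE3A and LCE2B, which act in skin. As many genes, 37, lie between 7092572 and 7915762 on chromosome 8, mostly FAM90A copies and beta-defensin genes. On chromosome 21, 35 genes between 29850173 and 31086339 include CLDN17 and keratin-associated protein genes of hair. In all, 44 stretches held at least 6 whole genes, and their content was mixed: USP17L genes on chromosome 4, GAGE genes on X, zinc finger genes such as ZNF208 on chromosome 19, and PSMB5 and ACIN1 on chromosome 14. No enrichment of a family among them was tested. Some hold many copies of a gene, such as FAM90A or USP17L, and whether reads could be placed uniquely there was not tested. A stretch without a region thus need not be closed chromatin.

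Over all protein-coding genes 73.9% had a gene-end region in both lists, and 6 gene families chosen after seeing the data lay on either side of that share. Of 77 cytosolic ribosomal protein genes 75 had one (97.4%). Of 39 proteasome genes 35 did (89.7%), and PSMA6, PSMA8, PSMB11 and PSMB5 had a region in neither list. Of 53 clustered protocadherin genes 40 did (75.5%), close to all genes. Of 94 keratin-associated protein genes 21 did (22.3%), of 392 olfactory receptor genes 22 (5.61%), and of 25 bitter taste receptor genes 1.

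The AP-1 and immediate early list had gene-end regions of low fold, with a median of 3.60 in R1 and 3.57 in R2, and was singled out after the values of all 19 lists were seen. It was not alone: 13 of 19 lists in R1 and 10 in R2 had a median fold below the 5th percentile of random lists. Few fragments at these gene ends are argued against, since the list's median pileup, 389 fragments in R1 and 415 in R2, lay at percentiles 98.9 and 99.9 of random lists. The fold divides the pileup by a local background, so a low fold at a high pileup fixes a high background by arithmetic, and it was not tested on its own. At FOS the pileup was 372 fragments with a fold of 2.76 in R1, and no biological explanation was tested.

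Pileups were high on the distal part of chromosome 10, from 60 Mb on, a boundary set after the values were seen: at the 75th percentile the ratio to other autosomes was 1.35 in R1 (95% interval 1.12 to 1.46 over 5 Mb blocks) and 1.39 in R2 (1.28 to 1.45) at gene ends, and 1.15 (1.05 to 1.24) and 1.197 (1.09 to 1.26) away from them. The rise was in the upper part of the pileups: at gene ends the ratios were 0.973 in R1 and 0.921 in R2 at the 10th percentile and 1.29 (1.07 to 1.44) and 1.21 (1.01 to 1.43) at the median, and away from them 0.954 and 0.984 at the median. Stronger gene ends as the whole source are argued against, since the 75th percentile of pileup was also raised away from them (1.15 and 1.197). The fold cannot show whether gene ends were stronger, since the local background it is divided by was itself raised there. At the 75th percentile the background ratios at gene ends were 1.40 (1.23 to 1.54) in R1 and 1.37 (1.24 to 1.55) in R2. The fold ratios were 0.974 (upper bound 1.03) and 0.976 (1.03), under the lower bounds of the pileup. At the median the bounds overlapped in R2 (fold up to 1.03, pileup from 1.01). Away from gene ends the median fold was lower than on other autosomes, with ratios of 0.825 (0.766 to 0.894) in R1 and 0.846 (0.791 to 0.907) in R2. Extra copies of this segment, which RPE1 cells are known to carry, may contribute: the median local background away from gene ends had ratios of 1.22 (1.12 to 1.31) in R1 and 1.22 (1.12 to 1.33) in R2. Background and pileup were both recovered from the fold and p-value, so at the median, where the pileup was not raised, this restates the lower fold and is no separate measurement. The median ratio of 1.22 lies below the 1.5 of 3 copies over 2. Many peaks sit at the lowest background, and whether copies can lift such peaks was not tested. Away from gene ends the 25th percentile of background was 8.41 in the segment against 7.93 on other autosomes in R1. In R2 it was 8.36 against 7.79. At the 95th percentile away from gene ends the background intervals reached 1.54 in both lists. At the 75th percentile at gene ends they reached 1.54 in R1 and 1.55 in R2. The segment was also dense in regions, with a median of 354 per 5 Mb in R1 and 336 in R2 against 238.5 and 229 on other autosomes. Against 5 Mb stretches with as many regions the ratios at the median were 1.05 (1.01 to 1.10) and 1.06 (1.01 to 1.12), and since extra copies would also raise the number of regions called, copies and a dense segment cannot be told apart.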
